# Transcriptome Identified lncRNAs Associated with Renal Fibrosis in UUO Rat Model

**DOI:** 10.3389/fphys.2017.00658

**Published:** 2017-08-31

**Authors:** Jiazeng Sun, Shang Zhang, Bianhua Shi, Dexian Zheng, Juan Shi

**Keywords:** lncRNA, renal fibrosis, UUO, TGF-β, urine

## Abstract

Renal fibrosis represents a final common outcome of many renal diseases and has attracted a great deal of attention. To better understand whether lncRNAs could be a player in this process or be a biomarker for renal fibrosis diagnosis, we compared transcriptome sequencing data on renal tissues and urine respectively between UUO (unilateral ureteral obstruction) and shamed (Sham) rat model. Numerous genes including lncRNAs with significant changes in their expression were identified. 24 lncRNAs were up-regulated and 79 lncRNAs were down-regulated in the renal tissues of the UUO rats. 625 lncRNAs were up-regulated and 177 lncRNAs were down-regulated in urines of the UUO rats. Among the lncRNAs upregulated in renal tissue of UUO rats, 19 lncRNAs were predicted containing several conserved Smad3 binding motifs in the promoter. Among them, lncRNAs with putative promoter containing more than 4 conserved Smad3 binding motifs were demonstrated to be induced by TGF-β significantly in normal rat renal tubular epithelial NRK-52E cells. We further confirmed that lncRNA TCONS_00088786 and TCONS_01496394 were regulated by TGF-β stimulation and also can influence the expression of some fibrosis-related genes through a feedback loop. Based on transcriptome sequencing data, bioinformatics analysis and qRT-PCR detection, we also demonstrated lncRNA in urine are detectable and might be a novel biomarker of renal fibrosis. These results provide new information for the involvement of lncRNAs in renal fibrosis, indicating that they may serve as candidate biomarkers or therapeutic targets in the future.

## Introduction

Chronic kidney disease (CKD) is a major problem for personal health and social development, especially for the aging population (Nitta et al., 2013; Mallappallil et al., 2014; Tonelli and Riella, 2014). According the 2010 Global Burden of Disease study, in the list of causes of total number of deaths worldwide, CKD climbed the list from 27th to 18th in 1990 and 2010 (Jha et al., 2013). Renal biopsies are commonly used to assess the degree of tubulointerstitial fibrosis. However, renal biopsy is invasive and potentially associated with severe side effects, and making repeated monitoring become practically difficult. Hence, reliable noninvasive biomarkers for monitoring renal disease are urgently needed in the clinical management of patients with CKD.

Renal inflammation and fibrosis are common pathological conditions of CKD (Bohle et al., 1987; Wynn, 2007). It is well established that renal fibrosis is caused by a loss of functioning nephrons along with accumulation of fibroblasts and excessive matrix proteins (Eddy and Neilson, 2006). A number of molecular modulators such as cytokines, growth factors, metabolic toxins, and stress molecules were reported regulate the progression of renal fibrosis (Gajjala et al., 2015). Among them, transforming growth factor-β (TGF-β) plays a key role in the pathogenesis of renal fibrosis (Bottinger, 2007; Meng et al., 2016). In the process, TGF-β bind to the specific receptor II, therefore activate the TGF-β receptor type I (TβRI)-kinase, causing phosphorylation of Smad2 and Smad3. And then, phosphorylated Smad2 and Smad3 recruit Smad4 forming the Smad complex, being a transactivator, which translocates into the nucleus to regulate the renal fibrosis related target gene transcription (Derynck and Zhang, 2003; Wrana, 2013).

Long noncoding RNAs (lncRNAs) with the length of more than 200 nt, are a large class of non-protein-coding transcripts, which play significant roles in numerous physiological and pathological processes (Batista and Chang, 2013; Melissari and Grote, 2016; Schmitt and Chang, 2016). Although increasing lncRNAs are identified, a large number of them have not been functionally characterized.

Urine is a potentially better biological source of biomarkers for monitoring kidney dysfunction, because this fluid is the direct excreta of the kidney (Li et al., 2014). Urine-based diagnostic tests have the advantage of being non-invasive or minimally invasive. Yuan et al. (2015) identified urinary biomarkers related to renal tubular injury and interstitial fibrosis in rat UUO model using urinary proteomic profiling. And they found significantly increased levels of Vimentin, Annexin A1, and Clusterin might serve as candidate biomarkers of interstitial fibrosis. Compared with protein biomarkers, RNA biomarkers showed more sensitivity and specificity. The simplicity of the qRT-PCR makes them accessible for routine use. PCR enables traces of RNA sequences to be amplified and thus captured specifically with high sensitivity. Moreover, the cost of RNA biomarker is much lower than protein biomarker because detecting each protein requires a specific antibody. Currently, PCA3 is the most extensively studied long noncoding RNA as urine biomarker. PCA3 is a prostate-specific non-coding RNA that is highly overexpressed in prostate cancer compared to the normal prostate (Bussemakers et al., 1999; Hessels et al., 2004). The US Food and Drug Administration has approved PCA3 RNA-based urine test for the diagnosis of prostate cancer.

One research group performed RNA-seq analysis in the UUO mouse model and identified differentially expressed lncRNA during progression of renal fibrosis (Arvaniti et al., 2016). However, whether these lncRNAs are released into body fluids and can serve as non-invasive biomarkers remains unclear. To better understand whether lncRNAs play roles in the process of renal fibrosis and have a potential to be noninvasive biomarker for diagnosis, the full transcriptome of renal tissue and urine were identified using the RNA-seq methodology in UUO rat renal fibrosis model. Useful information regarding modulated genes and biological processes were enriched, and randomed selected differentially expressed lncRNAs were verified by qRT-PCR assay. A few lncRNAs were predicted to be regulated through TGF-β pathway. We further confirmed that lncRNA TCONS_00088786 and TCONS_01496394 were regulated by TGF-β stimulation and also can influence the expression of some fibrosis-related genes through a feedback loop, which gave us a clue to further investigate the function and mechanism of the specific selected lncRNAs and develop a novel diagnostic method for renal fibrosis.

## Materials and methods

### Construction of shamed and UUO rat model

The experiments use all rats with 8 weeks of age. The rats were divided into two groups, including one undergoing ligation of the right ureter as UUO rat model, the other just under the same surgery but not ligation the ureters as shamed rat model. After 2 weeks, we collected the kidneys and stored in liquid nitrogen for further analysis. All the animal experiments were performed in accordance with the institutional guidelines for animal care and approved by the Institutional Animal Care and Use Committee of the Chinese Academy of Medical Sciences.

To estimate the grade of interstitial fibrosis, the interstitial area that was stained green with Masson's trichrome was evaluated as a percentage of the total examined area in five randomly chosen sections prepared from each kidney sample. For each section, interstitial space widening with focal leukocyte infiltration and interstitial fibrosis was assessed in high-power fields to quantify the results. The Banff classification of kidney pathology was used for scoring the degree of mononuclear cell infiltration and interstitial fibrosis. The score was graded from 0 to 3, depending on the severity of histological characteristics (Ozbek et al., 2009). All the kidney tissues from UUO rats used in the study were grades 2 or 3.

Urine samples were collected based on previous protocol (Yuan et al., 2015). Urine was collected from the residuary ureter linked to the kidney by ureter catheterization for 3 h before the rats were sacrificed. In first 0.5 h, the urine collected had accumulated during induction of UUO, and in the final 2.5 h, newly generated urine from the kidney injured by UUO was collected. Only the urine collected during the final 2.5 h was used in the following experiments. Urine from the sham-operated rats was collected from the ureter in the same manner as for the UUO rats. The kidney was then harvested. One half of the kidney was fixed, and the other half was used for RNA extraction.

### RNA isolation, library preparation and sequencing

RNA was isolated from kidney tissues from two groups in three duplications, respectively. RNA qualification was monitored on 1% agarose gels. RNA purity was checked using the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA). RNA concentration was measured using Qubit® RNA Assay Kit in Qubit® 2.0 Flurometer (Life Technologies, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). A total amount of 3 μg RNA per sample was used as input material for the RNA sample preparations. After removal of ribosomal RNA by Epicentre Ribo-zeroTM rRNA Removal Kit (Epicentre, USA), the residual RNA was used for constructing sequencing libraries by using the rRNA-depleted RNA by NEBNext® UltraTM Directional RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer's recommendations. First strand cDNA was synthesized using random primer and second strand cDNA synthesis was subsequently performed. In the reaction buffer, dNTPs with dTTP were replaced by dUTP. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 150 ~ 200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system.

### Bioinformatics analysis

The sequencing data is publicly upload to the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100633). After sequencing, clean reads were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data. At the same time, Q20, Q30 and GC content of the clean data were calculated. All the downstream analyses were based on the clean data with high quality. All the clean reads were mapped to the reference genome. Index of the reference genome was built using Bowtie v2.0.6 and paired-end clean reads were aligned to the reference genome using TopHat v2.0.9. The mapped reads of each sample were assembled by both Scripture (beta2) and Cufflinks (v2.1.1) in a reference-based approach. Transcripts predicted with coding potential by either or all of the four tools [CNCI (Coding-Non-Coding-Index) (v2), CPC (Coding Potential Calculator) (0.9-r2), Pfam Scan (v1.3) and PhyloCSF (phylogenetic codon substitution frequency) (v20121028)] were filtered out, and those without coding potential were our candidate set of lncRNAs. GO analysis of differentially expressed genes was implemented using DAVID in which gene length bias was corrected. GO terms with corrected *P*-value less than 0.05 were considered significantly enriched by differential expressed genes. KEGG is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, the organism and the ecosystem, from molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/). We used DAVID to test the statistical enrichment of differential expression genes or lncRNA target genes in KEGG pathways.

### RNA isolation from urine samples

Urine samples were centrifuged before storage at −80°C and immediately after thawing and before RNA isolation. Total RNA, including small RNAs, was isolated from 500 uL urine with the miRNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. The samples were supplemented with 5 fmol Caenorhabditis elegans miRNA 39 (cel-miR-39) as an internal spike-in control.

### Quantitative real time PCR (qRT-PCR)

To validate the RNA sequencing results, qRT-PCR was performed with the StepOnePlus^TM^ Real-Time PCR Detection System (ABI). Total RNA of each sample was isolated using Trizol Reagent (Invitrogen, USA) according to the manufacturer's instructions. The first-strand cDNA used for qPCR was synthesized from the total RNA by M-MLV (Promega). The primers designed by using primer premier 5.0 and synthesized in Sangon Biotech (Shanghai) (Supplementary Table 1). The PCR reaction was set as follows: 95°C for 30 s; 40 cycles of 95°C for 20 s, 60°C for 30 s and melting curve analysis. All measurements were conducted in triplicates. The relative fold changes of gene expression were calculated according to the 2^−ΔΔCT^ method using GAPDH or 18S ribosome RNA as an internal control.

### Statistical analysis

GraphPad Prism (v6.07) was used for statistical analysis. Results of quantitative data in this study are expressed as the mean ± SD. Significant differences between groups were compared using two-tailed ANOVA via *t*-test, and differences with *P* < 0.05 were considered statistically significant for all experiments.

## Results

### Physiognomic and histopathological evaluation of UUO rats

To identify new molecular players and biomarkers in renal fibrosis, high throughput RNA-seq was performed in the rat UUO model. The Masson's trichrome staining of kidneys obtained from Sham and UUO rats are shown in Figure 1A. Masson's trichrome staining revealed extensive renal interstitial fibrosis in the UUO group. And all of the changes in the renal tissue suggested that the UUO model was successful and that typical fibrosis appeared 2 weeks after UUO (Figure 1A). Moreover, mean levels of blood urea nitrogen, serum creatinine increased in the UUO group compared to the Sham group (Figure 1B).

**Figure 1:**
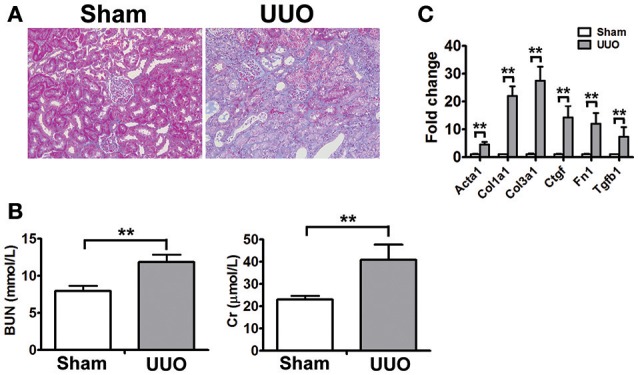
Physiognomic and histopathological evaluation of UUO rats **(A)** Masson's trichrome staining of SD rat kidneys at 2 weeks after UUO. **(B)** Blood urea nitrogen (BUN) and serum creatinine (Cr) detected in SD rat after UUO. The data represent the mean of 4 rats. **(C)** Verification of the mRNA expression of genes known to be affected in renal fibrosis. The mRNA levels of each gene were normalized to GAPDH and expressed as fold of change compared to Sham rats. Acta2, Alpha smooth muscle actin; Col1a1, Collagen alpha-1 type I; Col3a1, Collagen alpha-1 type III; Ctgf, Connective tissue growth factor; Fn1, Fibronectin 1; Tgtb1, Transforming growth factor-beta. ^*^P < 0.05 and ^**^P < 0.01 (*t*-test), *n* = 3.

### Identification of differentially expressed genes during progression of renal fibrosis

The transcriptomic analyses were used to analyze the RNA expression in renal tissue and urine from rats in the sham-operated group and the UUO 2-week group. 

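Renal RNA from 3 Sham libraries and 3 UUO libraries was analysed here, from kidneys taken 2 weeks after surgery. The libraries of each group are numbered 1 to 3. The authors aligned the clean reads with TopHat, assembled transcripts with Scripture and Cufflinks, and deposited 3 tables, each comparing the UUO and the Sham library of the same number. Each table lists the same 41664 transcripts with their FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) in both libraries, and with a log2 fold change, a p-value and a q-value for that pair. Of these transcripts, 26324 carry Ensembl identifiers, 11280 carry TCONS identifiers and 4060 have names starting with Novel_. Transcripts with TCONS identifiers were counted as lncRNAs here. The FPKM were used as deposited, on one scale across the 3 tables. They are estimates for transcripts, so the number of reads behind each value is unknown. After adding 0.1 to each FPKM and taking log2, UUO was compared with Sham by limma, a linear model that shares information on the variance between transcripts. The added 0.1 draws the fold changes of weakly expressed transcripts toward 0. The model covered the 34284 transcripts with a mean FPKM of at least 0.1 over the 6 libraries (19195 Ensembl, 11065 TCONS and 4024 with names starting with Novel_), and p-values were adjusted by the Benjamini-Hochberg method. An exact permutation test of 3 libraries against 3 gives no two-sided p below 0.1, so single transcripts were tested with limma. The median log2 fold change of all tested transcripts was 0.37 on the deposited scale. It was -0.0048 with each library centred on its median log2 value, and 0.0075 with upper quartile scaling. Urine was not analysed here.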

Renal tissues and urines were collected and total RNAs of each sample were extracted and used for libraries construction. Prior to RNA-seq analysis, total RNAs from renal tissue samples were analyzed to confirm molecular changes indicative of the fibrotic signature (Figure 1C). The libraries were then sequenced by using Illumina high throughput RNA-seq. 

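The paper's Supplementary Table 2 lists 111203110, 98538900 and 104224932 clean reads for Sham libraries 1, 2 and 3. For UUO libraries 1, 2 and 3 it lists 103003442, 97876836 and 88062954. The paper's mapped reads of Sham library 1 (24983686) amount to 22.5% of its clean reads, while the same table gives 86.61%. In the other libraries the mapped reads amount to between 83.2% and 86.9% of the clean reads, as the table states. In the deposited tables, the FPKM of a library sum to between 860357 and 895005, and Sham library 1 has the largest sum. Between 27175 and 27854 transcripts had an FPKM above 0 in the Sham libraries, and between 28739 and 30745 in the UUO libraries.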

Data analysis showed that reads of each samples were ten million level and more than 80% reads were mapped to the reference genome (Supplementary Table 2). All sample raw reads showed high quality and the genome mapped reads were classified as different types of RNA. Pearson correlation analysis and FPKM distribution (Supplementary Figure 1) showed that the expression pattern of RNA samples was similar among 3 duplications in one group. 

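The squared Pearson correlation of log10(FPKM + 1) was computed across all transcripts of the tables for each pair of libraries. It was 0.909 on average between Sham libraries (SD 0.00501, 3 pairs, 0.903 to 0.913) and 0.895 between UUO libraries (SD 0.00318, 3 pairs, 0.892 to 0.898). Between a Sham and a UUO library it was 0.807 on average (SD 0.0191, 9 pairs, 0.787 to 0.837), so the lowest pair within a group lay above the highest pair between groups. The pairs share libraries and transcripts are not independent replicates, so no p is given. UUO library 1 was closer to the Sham libraries (mean 0.831, SD 0.00503) than UUO libraries 2 (0.796, SD 0.00658) and 3 (0.793, SD 0.00825). The squared Spearman correlation gave the lowest values of the measures tried, 0.706 between Sham libraries, 0.674 between UUO libraries and 0.614 between groups.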

In one word, high quality data ensured reliability of subsequent analysis.

The transcripts per sample defined by RPKM values (reads per kilobase of exon per million reads) were compared between the Sham and UUO rat group. An absolute fold change cutoff value of 1 in log2 scale was utilized to identify up-regulated and down-regulated genes (*p* < 0.05). To identify renal fibrosis related lncRNAs, the coding potential ability of the transcripts in all samples were predicted by using CPC, PFAM, CNCI, and phyloCSF tools. Differentially expressed genes in renal tissues between UUO and Sham group are reported in detail (Supplementary Tables 3–6). 

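Supplementary Tables 3–6 hold 1232 entries for 1180 transcripts, because 52 transcripts are listed both as mRNA and as lncRNA. All the listed transcripts were among those tested with limma. The direction in the 6 libraries was the direction listed for 379 of 379 transcripts of Supplementary Table 3, 750 of 750 of Supplementary Table 4, 79 of 79 of Supplementary Table 5 and 24 of 24 of Supplementary Table 6. An adjusted p under 0.05 and a log2 fold change beyond 1 were found for 379, 749, 77 and 23 of them. When all tested transcripts with a gene symbol of the lists were taken in place of the listed identifiers, 321 of 332 (96.7%) for the 289 symbols of Supplementary Table 3 and 797 of 803 (99.3%) for the 694 symbols of Supplementary Table 4 had the direction of the list. Listed transcripts without a symbol are not part of this match. The lists were chosen on these libraries, so their direction here is not independent evidence.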

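Of the 11280 transcripts with TCONS identifiers in the deposited tables, 5033, 4890 and 5237 had an FPKM above 0 in Sham libraries 1, 2 and 3, and 4948, 5087 and 4801 in UUO libraries 1, 2 and 3. The lncRNAs of Supplementary Tables 5 and 6 comprise 90 transcripts with TCONS identifiers and 13 with names starting with Novel_, at 57 gene IDs of the tables.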

11280 transcripts were considered as non-coding RNAs. 

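At a log2 fold change beyond 1 and an unadjusted p under 0.05 in limma, 5342 transcripts were higher and 2653 lower in UUO than in Sham. With an adjusted p under 0.05, 4398 were higher and 2099 lower. The FPKM of the groups did not overlap for 45.3% of the tested transcripts, against 10% by chance. Among alternatives on the log2 scale, a log2 cutoff of 2 gave the lowest unadjusted counts, 2295 higher and 1438 lower, and centring gave the highest count of lower transcripts, 4009, with 3454 higher. The balance of directions depended on scaling. On the deposited scale 67.7% of the transcripts with an adjusted p under 0.05 were higher in UUO, against 47.1% after centring and 46.9% with upper quartile scaling. In the authors' own deposited comparisons, each of 1 UUO library with 1 Sham library, 1395, 1727 and 1568 transcripts are higher and 662, 767 and 1062 lower in pairs 1, 2 and 3 at p under 0.05 and beyond a log2 fold change of 1. Of these, 789 are higher and 384 lower in all 3 pairs.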

We identified 1232 genes differentially expressed in the renal tissue of UUO rats compared with Sham group. Among then, 750 mRNAs were up-regulated and 379 mRNAs were down-regulated in the renal tissues of the UUO rats. 

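Of the transcripts with Ensembl identifiers, 4201 were higher and 1348 lower in UUO at an unadjusted p under 0.05, and 3728 and 1253 at an adjusted p. On the deposited scale 74.8% of the latter were higher, against 54.2% after centring and 53.2% with upper quartile scaling. Among transcripts with an adjusted p under 0.05 and a mean FPKM of at least 1, Mmp7 had the largest increase fitted with the added 0.1, from an FPKM of 0.192 ± 0.152 (SD, n = 3) in Sham to 140.4 ± 48.8 (SD, n = 3) in UUO, a log2 fold change of 8.97 (SE 0.43, limma adjusted p = 7.15e-05). This order depends on the added 0.1, since the log2 ratio of the mean FPKM was 9.51 for Mmp7 and 10.50 for TCONS_00055787, and other transcripts were listed at 0 in Sham. Of these, Myl2 was at 0 in the 3 Sham libraries and at 33.9, 20.8 and 43.8 in the UUO libraries. This Myl2 entry is only 250 bases long, little more than the library fragments that the paper selected, so its FPKM is uncertain. The transcript of St6gal1 fell from 48.2 ± 5.49 to 0.316 ± 0.271, a log2 fold change of -7.06 (SE 0.44, limma adjusted p = 0.000109), while the sum of the 3 transcripts listed for the gene changed by -1.25. The 6 transcripts of Col1a1, Col3a1, Ctgf, Fn1 and Tgfb1 had a median log2 fold change of 3.31, from 2.21 for Tgfb1 to 3.93 for one of the 2 Fn1 transcripts (camera adjusted p of the list 0.00180 from limma). All 6 had an adjusted p under 0.05, also when adjusted over the list alone. Acta2 was not analysed here. Vim rose from 49.4 ± 2.97 to 573 ± 122, Anxa1 from 111 ± 2.22 to 751 ± 227, and Clu from 65.8 ± 14.2 to 2327 ± 1013, with log2 fold changes of 3.51, 2.72 and 5.08 (limma adjusted p = 6.73e-05, 0.000172 and 0.000103, and a camera adjusted p of 0.0133 for the 3 as a list). Gapdh was 1561 ± 115 in Sham and 1203 ± 87.1 in UUO, a log2 fold change of -0.38 (SE 0.14, limma adjusted p = 0.0914). With upper quartile scaling it was -0.79 with an adjusted p of 0.0185, the only setting under which its adjusted p was under 0.05, with a largest value of 0.331 over the settings.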

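Among the lncRNAs, 654 were higher and 869 lower in UUO at a log2 fold change beyond 1 and an unadjusted p under 0.05 in limma, and 349 were higher and 526 lower at an adjusted p. Adding 1 in place of 0.1 before log2 moved the unadjusted count of higher lncRNAs most among alternatives on the log2 scale, to 176, with 329 lower. Testing only transcripts with a mean FPKM of at least 1 moved the count of lower lncRNAs most, to 304, with 186 higher. The share of higher lncRNAs was 39.9% at an adjusted p, 24.5% after centring and 26.6% with upper quartile scaling. The median log2 fold change of the tested lncRNAs was 0.04. It was -0.46, -0.48 and -0.41 without UUO replicate 1, 2 or 3, and 0.22, 0.20 and 0.43 without Sham replicate 1, 2 or 3. TCONS_02336109 was listed at 0 in the Sham libraries and at 61.4, 67.6 and 28.7 in the UUO libraries. TCONS_05960536 was at 0 and at 17.3, 60.3 and 18.3. These 2 entries are only 208 and 203 bases long, close to the size of the library fragments, so their FPKM are uncertain. TCONS_00055787 was at 0.0618 in Sham library 1, at 0 in the other Sham libraries, and at 34.2, 10.4 and 45.2 in UUO, while the sum of the 11 transcripts listed for its gene changed by a log2 fold change of 0.16. The largest decreases fitted with the added 0.1 included 3 transcripts of one gene ID. Of these, TCONS_00037341 was at 77.2, 104 and 114 in Sham and at 0.467, 8.03e-06 and 0 in UUO (log2 fold change -9.09, SE 0.66, limma adjusted p = 0.000167). TCONS_00253202 and TCONS_00037342 changed by -8.17 and -7.19, and the sum of the 3 by -8.59. Novel_003943 was at 50.6 ± 15.1 (SD, n = 3) in Sham, at 5.23 in UUO library 1 and at 0 in UUO libraries 2 and 3 (log2 fold change -7.03, SE 1.47, limma adjusted p = 0.00992). It is also short, at 229 bases.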

Twenty four lncRNAs were up-regulated and 79 lncRNAs were down-regulated in the renal tissues of the UUO rats. Hierarchical clustering and heatmap (Figure 2A) showed the expression changes of lncRNA between UUO and Sham group.

**Figure 2:**
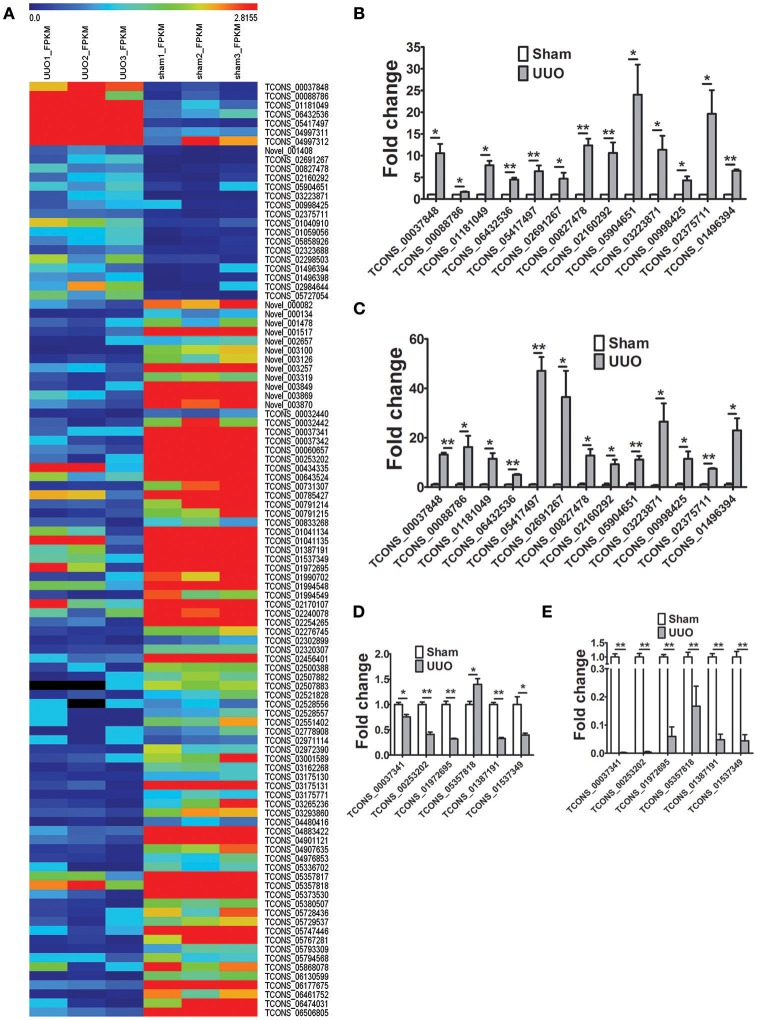
Differentially expressed genes in the UUO model of renal fibrosis. **(A)** Hierarchical clustering and heatmap showing the expression changes in the renal tissues between Sham operated and UUO rats. **(B)** Verification of the expression profiles of 13 upregulated lncRNAs in renal tissues with qRT-PCR analysis. Each sample was performed in triplicate and the gene expression levels were normalized to that of 18srRNA expression. *n* = 3–6. **(C)** Fold change expression of 13 upregulated lncRNAs in renal tissues from RNA-seq data. *n* = 3. **(D)** Verification of the expression profiles of 6 downregulated lncRNAs in renal tissues with qRT-PCR analysis. Each sample was performed in triplicate and the gene expression levels were normalized to that of 18srRNA expression. *n* = 3–6. **(E)** Fold change expression of 6 downregulated lncRNAs in renal tissues from RNA-seq data. *n* = 3. ^*^P < 0.05 and ^**^P < 0.01 (*t*-test).

Subsequently, 997 genes were differentially expressed in the urine of UUO rats compared with Sham group. Among then, 168 mRNAs were up-regulated and 27 mRNAs were down-regulated in the renal tissues of the UUO rats. Six hundred and twenty five lncRNAs were up-regulated and 177 lncRNAs were down-regulated in the renal tissues of the UUO rats. Differentially expressed genes in urine were reported in detail (Supplementary Tables 7–10).

19 randomly selected lncRNAs dysregulated in renal tissues in UUO rats were validated in qRT-PCR analysis. As shown in Figures 2B,D, the results showed that for 18 of the 19 lncRNAs, qRT-PCR revealed the same expression tendency as the RNA-Seq data (Figures 2C,E), despite some quantitative differences in expression levels.

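Of the 19 lncRNAs of Figures 2C,E, all 19 had the direction of the figure with a limma adjusted p under 0.05, also when adjusted over the list alone. They were taken by the paper from transcripts called on these libraries, so the list is not independent evidence. Leaving out 1 library at a time left between 14 (without UUO replicate 3) and 18 (without Sham replicate 3) of them with an adjusted p under 0.05. Among the 13 higher in UUO, the log2 fold change ranged from 1.91 for TCONS_02375711 to 4.81 for TCONS_05417497. TCONS_05417497 rose from an FPKM of 0.139 ± 0.0617 (SD, n = 3) to 6.54 ± 1.33 (SD, n = 3; SE of the log2 fold change 0.32, limma adjusted p = 0.000126). TCONS_02375711 rose from 0.0725 ± 0.0377 to 0.540 ± 0.0307 (SE 0.55, limma adjusted p = 0.0346). Its adjusted p passed 0.05 after centring (0.0873), with upper quartile scaling (0.0694), with the number of the library as a block (0.0965) and without each of the 6 libraries in turn, and reached at most 0.102 over the settings. TCONS_00998425 rose from 0.0594 ± 0.0523 to 0.679 ± 0.312 (limma adjusted p = 0.0345). Its adjusted p was 0.0598 after adding 1 in place of 0.1, 0.0677 after centring, 0.0607 with upper quartile scaling and 0.0585 with the block. It was 0.116 without UUO replicate 2, 0.0806 without Sham replicate 1, 0.0687 without Sham replicate 2 and at most 0.135, without UUO replicate 3. TCONS_00827478, TCONS_02160292, TCONS_03223871 and TCONS_05904651 also had an adjusted p above 0.05 when some single libraries were left out (at most 0.0530, 0.0857, 0.0798 and 0.0578). Only 11 of the 19 had a mean FPKM of at least 1. Of the 6 lower in UUO, TCONS_05357818 had the smallest change, -2.74 (SE 0.48, limma adjusted p = 0.00464), and TCONS_01972695, TCONS_01387191 and TCONS_01537349 changed by -4.75, -4.57 and -5.10.

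**Figure D1:**
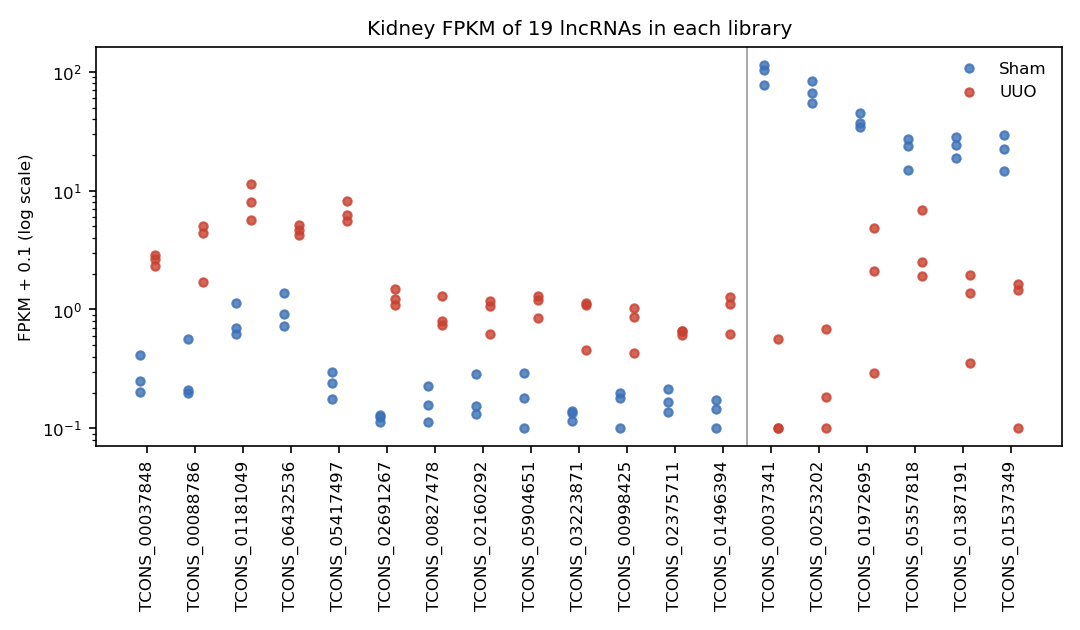
FPKM of the 19 lncRNAs of Figures 2C,E in each library, on a log axis after adding 0.1 (blue, 3 Sham libraries; red, 3 UUO libraries). The 13 lncRNAs left of the grey line are higher in UUO and the 6 right of it are lower, and most of the 13 lie near the added 0.1 in Sham.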

### Analysis of cellular processes, molecular pathways and specific genes involved in renal fibrosis

Gene Ontology (GO) and pathway analysis of differentially expressed transcripts were performed to identify the cellular processes and molecular pathways. 

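Lists of genes for cell adhesion and inflammatory response were written from general knowledge and are not the terms of the database. The background was the tested transcripts with a gene symbol. Of 63 transcripts of the cell adhesion list, 61 were higher in UUO, with a median log2 fold change of 2.13 (camera adjusted p = 4.24e-09 from limma). Of 51 transcripts of the inflammatory response list, 50 were higher, with a median of 2.20 (camera adjusted p = 7.00e-08). Camera was used with a preset correlation of 0.01 between the genes of a list. With a correlation estimated for each list, the adjusted p of both was 0.215, and no list of the 24 tested had an adjusted p under 0.188. With fry, a rotation test, the adjusted p of both was 0.000302, and each of the 24 lists had one under 0.05 (at most 0.0466). In the other 9 splits of the 6 libraries into groups of 3, camera gave an adjusted p under 0.05 for 9 to 17 lists. The real split gave 18. By fry the counts were 0 against 24, also at an unadjusted p under 0.05. Those 9 splits mix Sham and UUO libraries in both groups, which widens the spread within groups. The 0 by fry therefore does not show what chance gives. Among the most abundant genes, Spp1 had 2 transcripts, which rose from an FPKM of 620.0 ± 106 (SD, n = 3) to 15267 ± 1646 and from 9.09 ± 0.535 to 260.3 ± 67.1. Cdh16 fell from 396 ± 31.8 to 258 ± 16.1, a log2 fold change of -0.62 (SE 0.11, limma adjusted p = 0.00439). Epcam had a log2 fold change of 0.19 (SE 0.10, limma adjusted p = 0.196), which turned to -0.18 after centring and -0.22 with upper quartile scaling (adjusted p at most 0.421 over the settings).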

Of note, GO term analysis of the dysregulated genes was enriched in terms related to cell adhesion, inflammatory response, regulation of cell growth, regulation of apoptotic process, would healing, etc. (Figure 3A), which were already reported to be associated with fibrosis. 

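Lists for 5 pathways were tested in the same way. The ECM-receptor list was higher in UUO, with a median log2 fold change of 1.64 over 79 transcripts, 71 of them higher (camera adjusted p = 9.15e-07). The complement and coagulation list had a median of 1.39 over 69 transcripts, of which 36 were higher and 9 lower with a limma adjusted p under 0.05 and a change beyond 1. Its camera adjusted p was 0.0778. After centring, the median was 1.01 with an adjusted p of 0.00123, and over all settings of camera with the preset correlation the adjusted p ranged from 0.000970 to 0.126. It was 0.0427 without UUO replicate 1 and 0.0366 without Sham replicate 2. In this list, C7 rose from an FPKM of 155 ± 47.5 (SD, n = 3) to 833 ± 214, and Cd59 fell from 237 ± 15.9 to 155 ± 11.0. Lists of tryptophan metabolism, fatty acid beta-oxidation, and glycine, serine and threonine metabolism were lower in UUO. Their medians were -1.60 (28 of 36 transcripts lower), -1.17 (33 of 33) and -1.55 (30 of 34), with camera adjusted p of 1.50e-13, 5.89e-21 and 9.77e-18. Aadat fell from 1070 ± 117 to 219 ± 80.0, Acadm from 487 ± 10.2 to 155 ± 38.7, and Gatm from 1001 ± 277 to 230.4 ± 64.9, with log2 fold changes of -2.35, -1.68 and -2.12 (limma adjusted p = 0.000747, 0.000501 and 0.00158).

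**Figure D2:**
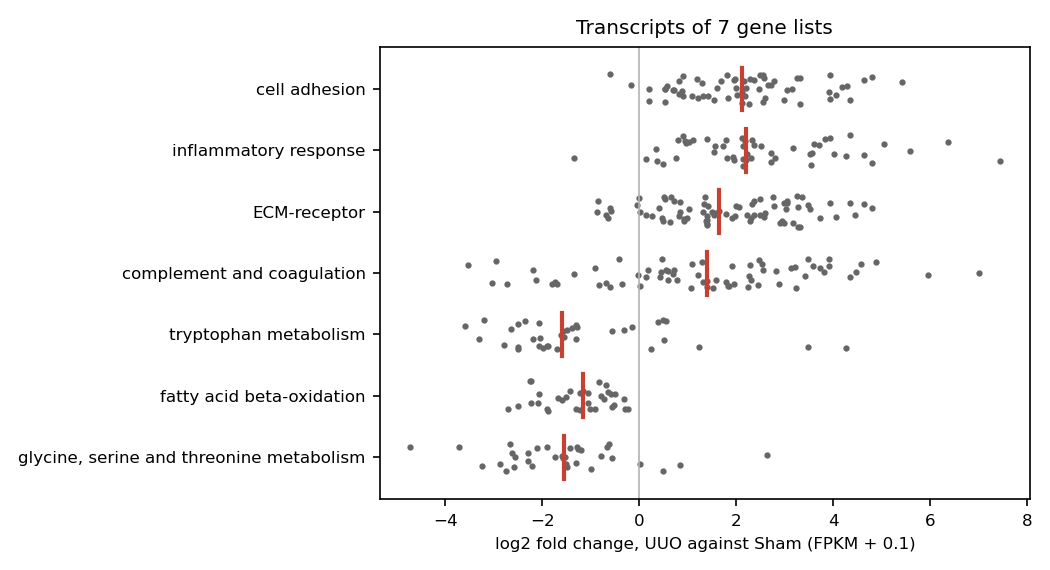
Log2 fold change (UUO over Sham) of each transcript of 7 gene lists, with the median of each list as a red bar. The lists of adhesion, inflammation, ECM-receptor, and complement and coagulation have medians from 1.39 to 2.20, and the 3 metabolic lists from -1.60 to -1.17.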

Next, by pathway analysis we documented a number of biological pathways characterized as up- or down-regulated (Figures 3B,C). GO term analysis of the dysregulated genes in the urine of UUO rats was enriched in terms related to cellular response to fibroblast growth factor stimulus, inflammatory response, chemotaxis, etc. (Figure 3D), which indicated that differentially expressed transcripts in urine reflected the real progress of renal fibrosis.

**Figure 3:**
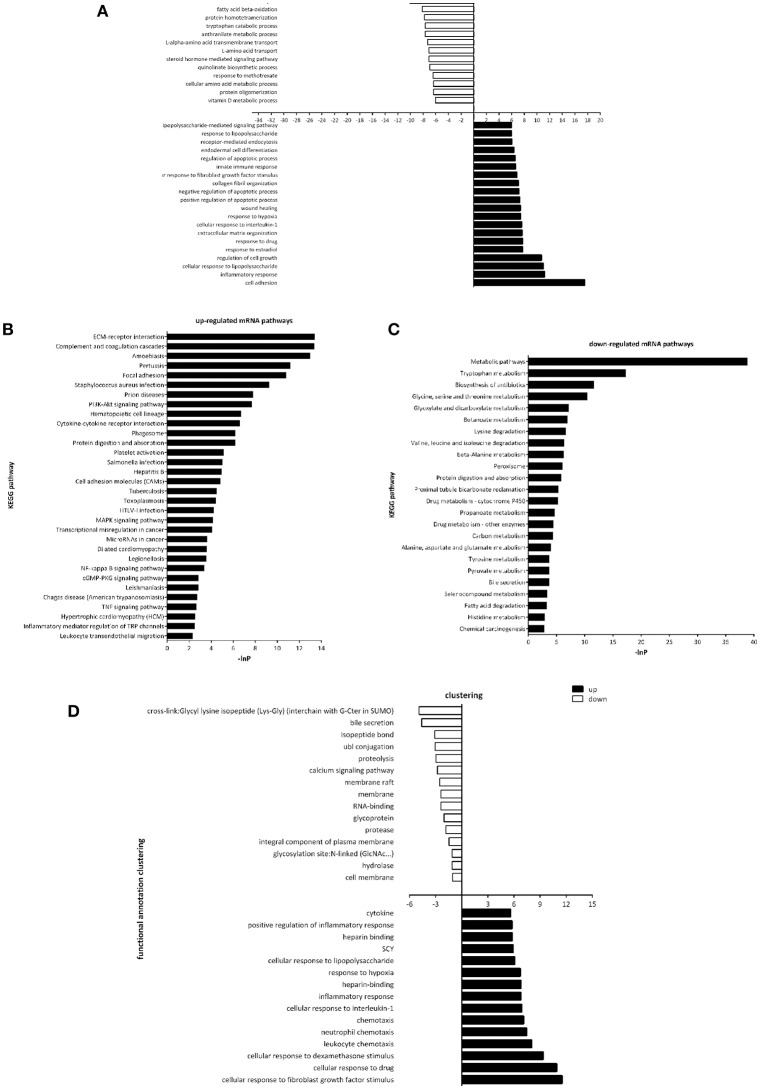
Gene Ontology and Pathway analysis of differentially expressed genes. **(A)** Gene ontology enrichment of dysregulated genes in the renal tissues between Sham operated and UUO rats. **(B)** Up-regulated mRNA pathways when comparing Sham operated vs. UUO rats. **(C)** Down-regulated mRNA pathways when comparing Sham operated vs. UUO rats. **(D)** Gene ontology enrichment of dysregulated genes in the urine between Sham operated and UUO rats.

### IncRNAs might affect renal fibrosis through TGF-β pathway

Many lncRNAs may function in cis to regulate expression of nearby genes. Therefore, we performed further bioinformatics searches 100 kb upstream and 100 kb downstream of all the dysregulated lncRNA genes for the identification of protein-coding genes. The examination of the lncRNA's genomic loci revealed a large number of protein-coding genes that could be potentially affected in cis by the differential expression of the corresponding lncRNAs (listed in Supplementary Table 11). And some of these proteins like CTSD, ATF3, WNT5A were reported play important roles in renal fibrosis or other renal disease.

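Ctsd was expressed at an FPKM of 424 ± 36.6 (SD, n = 3) in Sham and 1129 ± 239.6 (SD, n = 3) in UUO, a log2 fold change of 1.39 (SE 0.19, limma adjusted p = 0.00144). Atf3 was at 1.93 ± 0.517 in Sham and 80.9 ± 32.1 in UUO, a log2 fold change of 5.27 (SE 0.32, limma adjusted p = 0.000102). Wnt5a was lower in UUO, at 8.20 ± 0.312 against 11.7 ± 1.48 in Sham, a log2 fold change of -0.50 (SE 0.12, limma adjusted p = 0.0184). Its adjusted p passed 0.05 without a trend of the variance on the mean (0.0716, the largest over the settings) and without UUO replicate 2 (0.0602), UUO replicate 3 (0.0561), Sham replicate 2 (0.0700) or Sham replicate 3 (0.0530). Tested together as a list, the 3 genes had a camera adjusted p of 0.631 and a fry adjusted p of 0.000543. Wnt5a changed in the other direction than Ctsd and Atf3, and neither test addresses an effect in cis. The lncRNAs near these genes are listed in Supplementary Table 11, which was not used here. The paper's discussion names TCONS_00088786 as a neighbour of Ctsd and TCONS_01496394 as a neighbour of Atf3. Both lncRNAs were also higher in UUO. From the genomic loci of the differentially expressed lncRNAs, the paper proposes that the expression of nearby protein-coding genes could be affected in cis.

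**Figure D3:**
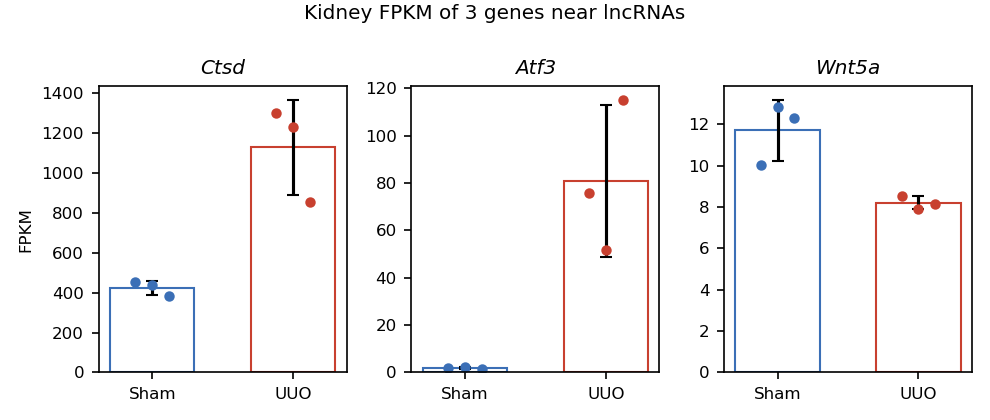
FPKM of Ctsd, Atf3 and Wnt5a in the Sham and UUO libraries. Bars are means, error bars are SD and points are the 3 libraries of each group. All UUO libraries lie above all Sham libraries for Ctsd and Atf3, and below them for Wnt5a.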

As Transforming growth factor-β (TGF-β), a fibrosis stimulator, could induce intracellular Smad protein active to be a transcription factor thus play a key role in the pathogenesis of renal fibrosis, each putative promoter (5 kb upstream of transcription start) of up-regulated lncRNAs were analyzed to identify the potential binding site (CAGACA) of Smad3. As listed in Supplementary Table 12, 19 lncRNAs were predicted containing several conserved Smad3 binding motifs. We further studied whether these lncRNAs were regulated by TGF-β in rat proximal tubular epithelial NRK-52E cells. LncRNAs with putative promoter containing more than 4 conserved Smad3 binding motifs were selected. As shown in Figure 4A, TGF-β1 significantly induced these several lncRNAs upregulation in NRK-52E cells which indicated that these lncRNA involved in TGF-β pathway.

**Figure 4:**
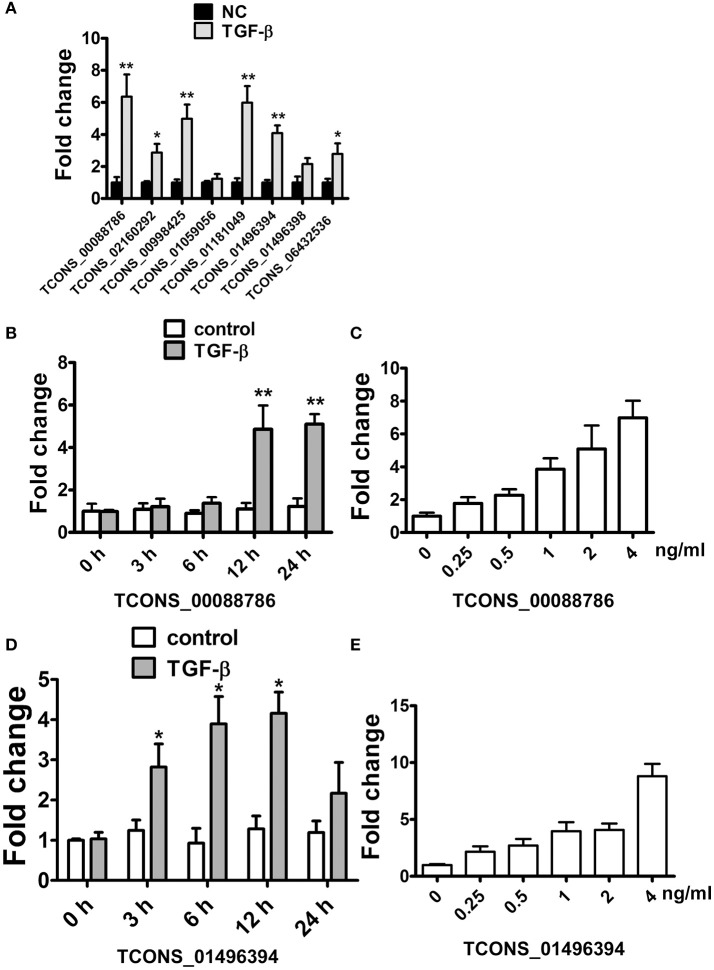
TGF-β induced lncRNA expression in NRK52E cells. **(A)** qRT-PCR showed that 12 hTGF-β (2 ng/ml) treatment significantly induced several lncRNAs upregulation in NRK-52E cells. **(B)** qRT-PCR showed that TGF-β induced TCONS_00088786 expression in a time-dependant manner. **(C)** qRT-PCR showed that TGF-β induced TCONS_00088786 expression in a dose-dependant manner. **(D)** qRT-PCR showed that TGF-β induced TCONS_01496394 expression in a time-dependant manner. **(E)** qRT-PCR showed that TGF-β induced TCONS_01496394 expression in a dose-dependant manner. ^*^P < 0.05 and ^**^P < 0.01 (*t*-test), *n* = 3.

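In the renal tissue, TCONS_00088786 had an FPKM of 0.224 ± 0.207 (SD, n = 3) in Sham and 3.63 ± 1.78 (SD, n = 3) in UUO. The log2 fold change was 3.56 (SE 0.59, limma adjusted p = 0.00385). UUO library 3 had the lowest of the UUO values, 1.61 against 4.97 and 4.32. TCONS_01496394 was at 0.0441 and 0.0732 in Sham libraries 1 and 2 and listed at 0 in Sham library 3, and at 1.16, 1.00 and 0.527 in UUO libraries 1, 2 and 3. The log2 fold change was 2.82 (SE 0.58, limma adjusted p = 0.00948), and that of the sum of the 3 transcripts of its gene ID was 3.24. Over the alternatives and with each library left out, the log2 fold change of TCONS_00088786 ranged from 1.85 to 4.04 (adjusted p at most 0.0231), and that of TCONS_01496394 from 0.85 to 3.12 (adjusted p at most 0.0475). In both, the lowest value came from adding 1 in place of 0.1.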

Following this analysis, and based on proximity of lncRNAs to protein-coding genes with important functions in renal fibrosis as well as on the fold change in their expression levels, we focused on TCONS_00088786 and TCONS_01496394 for further study. The relationship between TGF-β/Smad signaling and TCONS_00088786, TCONS_01496394 expression was delineated in the NRK52E cells *in vitro*. As shown in Figures 4B–E, addition of TGF-β was able to induce TCONS_00088786 and TCONS_01496394 expression in a time- and dosage-dependent manner. The putative function of TCONS_00088786 and TCONS_01496394 in TGF-β-induced fibrosis was determined *in vitro* by transiently transfecting the siRNA (siRNA sequence was listed in Supplementary Table 13) into NRK52E cells then detecting a panel of fibrosis-related genes. The knockdown of the lncRNAs was evaluated by qRT-qPCR (Supplemental Figure 2). As shown in Figures 5A,B, lncRNAs affects the expression of fibrosis-related genes in a different fashion: TGF-β–induced expression of Col1a1 and Col3a1 collagen genes was significantly inhibited by TCONS_00088786 siRNA and TGF-β-induced expression of Ctgf and Fn1 genes was significantly inhibited by TCONS_01496394 siRNA. The results suggested that TCONS_00088786 and TCONS_01496394 might be critically involved in renal fibrosis, with being regulated by TGF-β/Smad signaling, forming a feedback loop to regulate renal fibrosis.

**Figure 5:**
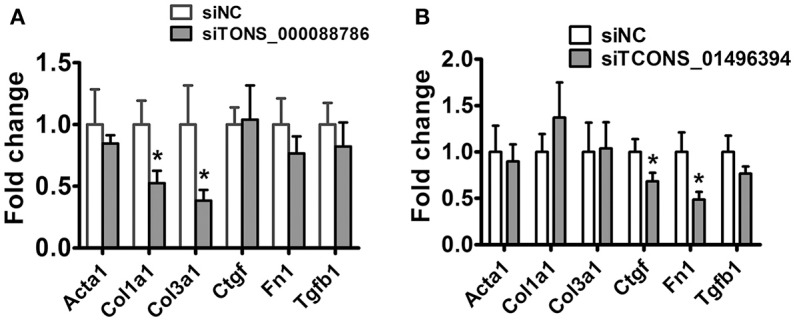
lncRNAs might affect renal fibrosis through TGF-β pathway. **(A,B)** mRNA expression profile of genes related to fibrosis in TCONS_00088786 knockdown and TCONS_01496394 knockdown, as indicated. The mRNA levels of all genes of interest were normalized to GAPDH and expressed as fold of change to control. ^*^P < 0.05 and ^**^P < 0.01 (*t*-test), *n* = 3.

### IncRNA in urine are detectable and might be a novel biomarker

The detection of lncRNAs in urine is challenging owing to their low abundance. The RNA-seq results showed that lncRNAs in urine were detectable with enough diversity and abundance (Supplementary Tables 9, 10). Some lncRNAs including NONRATT044682, 361619, 689064 showed great abundance in the urine of UUO rats suggesting the possibility of urinary lncRNAs as candidate biomarker of renal fibrosis. Meanwhile, 7 dysregulated lncRNAs (5 upregulted and 2 downregulated) showed same variation tendency in renal tissues and urine of UUO rats (Supplementary Table 14). 

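In the renal tissue, TCONS_01181049 rose from an FPKM of 0.718 ± 0.279 (SD, n = 3) in Sham to 8.24 ± 2.83 (SD, n = 3) in UUO, a log2 fold change of 3.34 (SE 0.34, limma adjusted p = 0.000489). TCONS_05858926 rose from 0.0775 ± 0.0604 to 0.920 ± 0.224, TCONS_02298503 from 0.192 ± 0.0883 to 1.52 ± 0.683, and TCONS_01496398 from 0.0701 ± 0.0376 to 0.821 ± 0.142. Their log2 fold changes were 2.56, 2.41 and 2.45 (SE 0.53, 0.52 and 0.51, limma adjusted p = 0.00991, 0.0116 and 0.00974). Without UUO replicate 3 their adjusted p was 0.0530, 0.0561 and 0.0522, which was the largest over the settings for each. For TCONS_02298503 it was also above 0.05 without UUO replicate 1 (0.0506). TCONS_01496398 has the same gene ID as TCONS_01496394. The urine libraries behind Supplementary Table 14 were not analysed here.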

And 5 upregulated lncRNAs were predicted containing several conserved Smad3 binding motifs, further demonstrating the reliability of these lncRNAs to be a potential target of renal fibrosis. The expression of these upregulated lncRNAs (TCONS_01181049, TCONS_05858926, TCONS_02298503, TCONS_01496394, TCONS_01496398, NONRATT044682, 361619, 689064) in urine was validated in qRT-PCR analysis. As shown in Figure 6, TCONS_01181049, TCONS_05858926, TCONS_01496394, NONRATT044682, 689064 could be detected in the urine of UUO rats. And qRT-PCR revealed the same expression tendency as the RNA-Seq data, despite some quantitative differences in expression levels. We further analyzed the conservation of these lncRNAs to investigate the possibility of these lncRNAs to be a biomarker in the patients. As shown in Supplemental Figure 3, NONRATT044682, 689064 and TCONS_05858926 showed high conservation indicating the potential of these lncRNAs as a biomarker in the patients.

**Figure 6:**
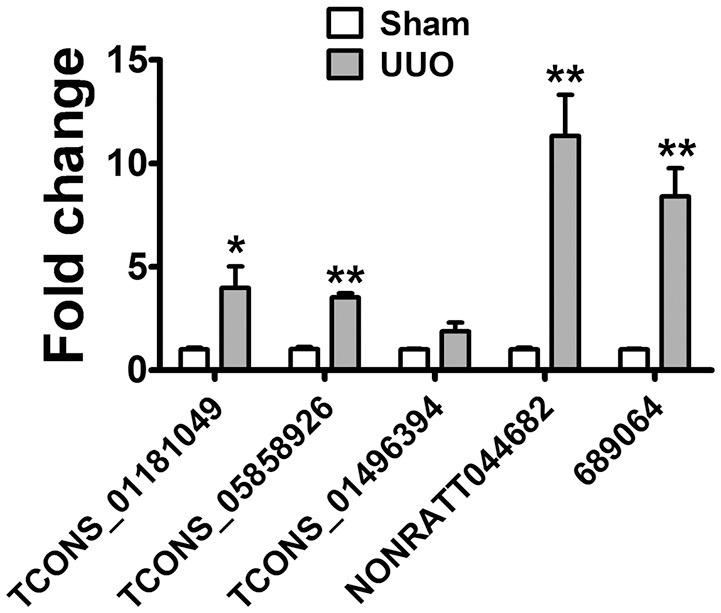
lncRNA in Urine are detectable and might be a novel biomarker. Verification of the expression profiles of lncRNAs in urine of UUO rats with qRT-PCR analysis. Each sample was performed in triplicate and the gene expression levels were normalized to that of cel-miR-39 expression. ^*^P < 0.05 and ^**^P < 0.01 (*t*-test), *n* = 3.

## Discussion

This study identified the characteristics of transcripts especially lncRNAs being likely to play roles in renal fibrosis process by utilized next generation sequencing. Although RNA high throughput sequencing techniques have been employed in many researches including nephrology, the underlying mechanism of renal fibrosis have not been clearly clarified. Therefore, to further address this issue, we systematically analyzed the whole transcriptome between UUO rat models of renal fibrosis and the shamed ones.

We performed whole transcriptome analysis combined with bioinformatics analysis in the UUO rat model of renal fibrosis. Of note, GO term analysis of the dysregulated genes was enriched in terms related to cell adhesion, inflammatory response, regulation of cell growth, regulation of apoptotic process, would healing, etc. These genes were already reported to be associated with fibrosis (Speca et al., 2012; Wi and Chen, 2014; Nakagawa et al., 2015). This result was also consistent with the RNA-seq data performed in the UUO mouse model (Arvaniti et al., 2016). Moreover, GO term analysis of the dysregulated genes in the urine of UUO rats was also enriched in terms related to cellular response to fibroblast growth factor stimulus, inflammatory response, chemotaxis, etc. The RNA-seq data in renal tissue and urine demonstrated that molecular changes in urine could reflect the histopathological progression of renal fibrosis.

Several lncRNAs were reported play role in renal fibrosis (Zhou et al., 2015; Wang et al., 2016; Yi et al., 2017). Analysis of our data led to the association of a list of lncRNAs with UUO, not previously associated with renal fibrosis. Many lncRNAs may function in cis to regulate expression of nearby genes. The examination of 100 kb upstream and 100 kb downstream of the dysregulated lncRNAs' genomic loci revealed a large number of protein-coding genes that might be potentially affected in cis by the differential expression of the corresponding lncRNAs. And some of these proteins like CTSD, ATF3, Wnt5a were reported play important roles in renal fibrosis or other kidney disease. For example, CtsD was upregulated in damaged tubular cells in nephrotoxic and ischemia reperfusion induced acute kidney injury. CtsD inhibition led to an improvement in kidney function, a reduction in apoptosis and a decrease in tubular cell damage in kidneys (Cocchiaro et al., 2016). ATF3 was demonstrated interacted directly with histone deacetylase 1 (HDAC1) and recruited HDAC1 into the ATF/NF-κB sites in the IL-6 and IL-12b gene promoters to protect against acute kidney injury (Li et al., 2010). And Wnt upregulation were detected after chronic renal injury leads to accumulation of β-catenin and induces the expression of its downstream target genes. Blockade of Wnt signaling inhibits interstitial matrix gene expression and attenuates collagen deposition and tissue scarring (He et al., 2009). These finding indicated that the lncRNAs identified in our study might play important role in renal fibrosis. Furthermore, out results suggested that TCONS_00088786 (neighbor of CtsD) and TCONS_01496394 (neighbor of ATF3) may be critically involved in renal fibrosis, with being regulated by TGF-β/Smad signaling, forming a feedback loop to regulate renal fibrosis. Therefore, our data provide new information about the involvement of lncRNAs in renal fibrosis, indicating that they may serve as candidate biomarkers or therapeutic targets of renal fibrosis.

It was reported that circulating long noncoding RNA TapSaki is a predictor of mortality in critically ill patients with acute kidney injury (Lorenzen et al., 2015). Compared to serum, urine is easily accessible and an excellent source of biomarkers in case of kidney injury. Therefore, the present study investigated the levels of lncRNAs in urine of UUO rats by whole-genome expression analysis. The RNA-seq results showed that lncRNAs in urine were detectable with enough diversity and abundance. It is note that lncRNAs had low sequence conservation compared to protein coding genes. It is important to perform homologous analysis of the dysregulated lncRNAs identified in UUO rat with human lncRNAs. It was shown that some lncRNAs showed high conservation indicating the potential of these lncRNAs as a biomarker in the patients.

The novel biomarkers are needed for early diagnosis and prognosis of the disease. In future studies, other animal models or models with different stages may provide better candidate early biomarkers. In addition, clinical samples should be used to verify the lncRNAs as clinically applicable biomarkers of renal fibrosis. Furthermore, studies in current literature did not clarify the mechanism of lncRNAs. Detailed studies on selected lncRNA now underway in our laboratory to further investigate the mechanisms of the lncRNA in renal ficrosis.

## Ethics statement

All of animal experiments were performed in adherence to the Animal Experimental Committee of PUMC in China.

## Author contributions

JSh contributed to the conception and design of the research. JSu, SZ, and BS performed the experiments, analyzed data. JSu wrote the manuscript. SZ analyzed the data. JSh and DZ edited and revised the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptome Identified lncRNAs Associated with Renal Fibrosis in UUO Rat Model
**Source:** Front Physiol. 2017 Aug 31;8:658. doi: 10.3389/fphys.2017.00658
**Supplement:** Supplementary file 1

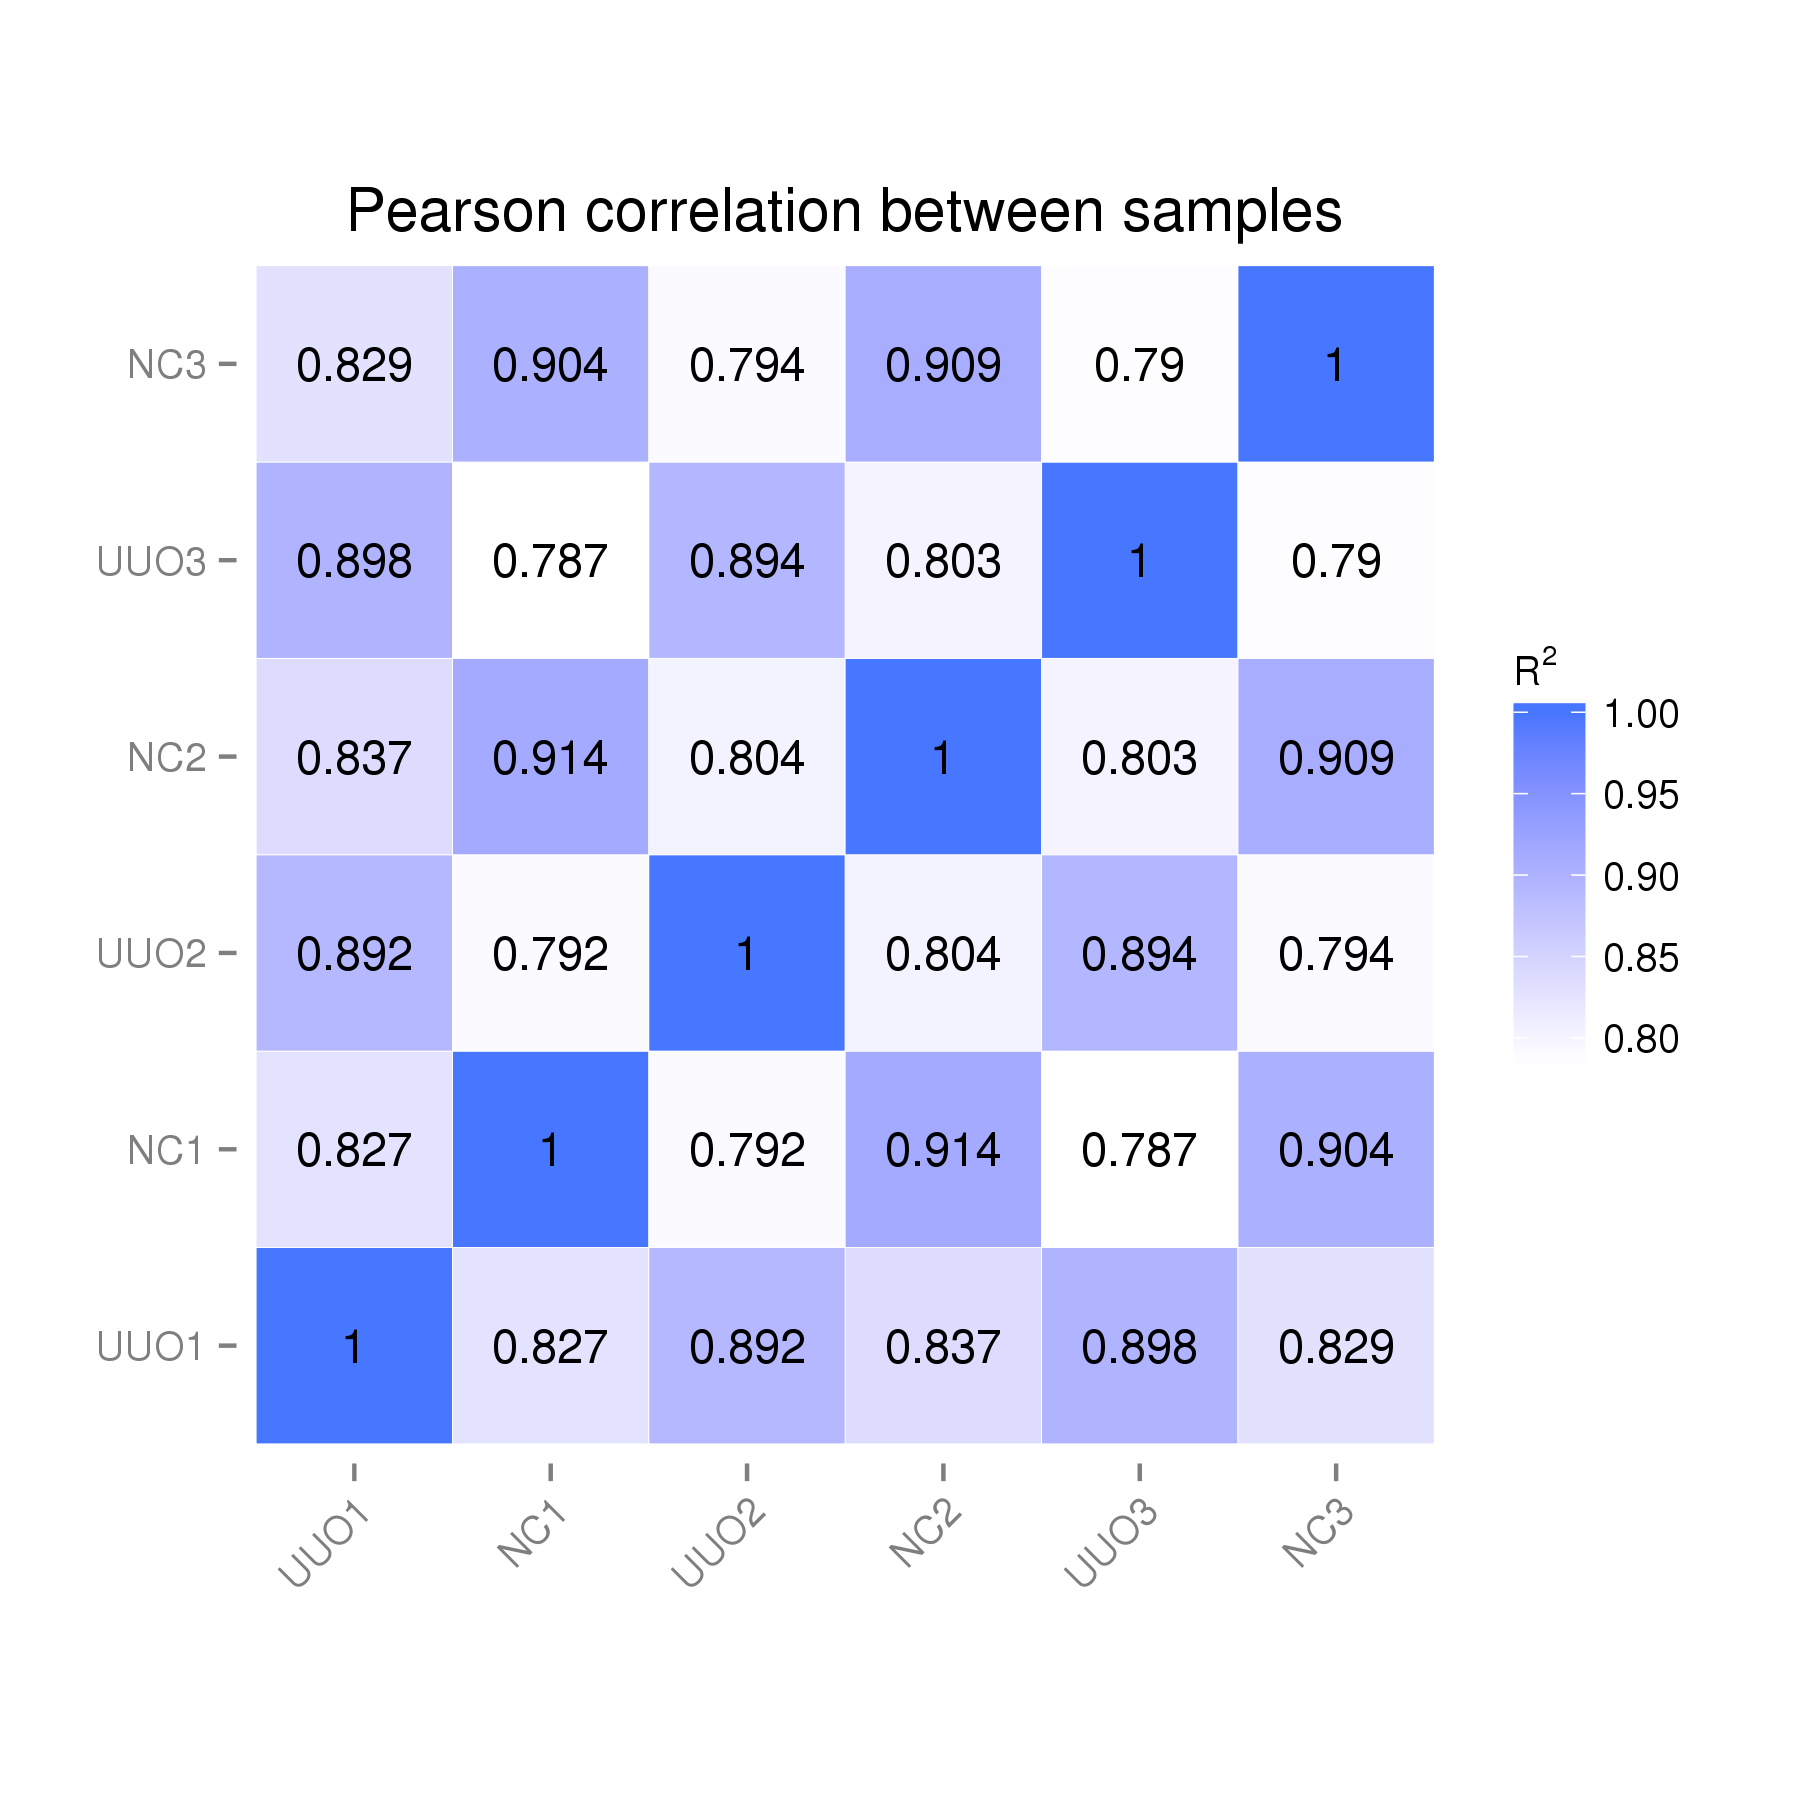

**A**

**B**

**C**

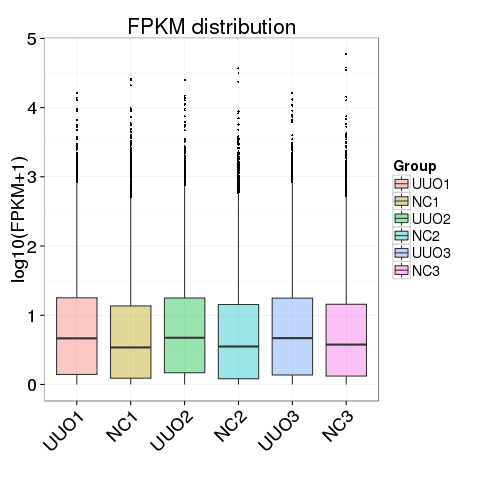

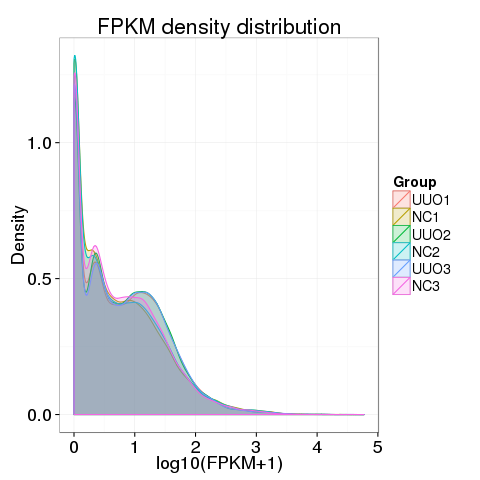

**Supplementary Figure 1**. Pearson correlation analysis (A) and FPKM distribution (B, C) showed that the expression pattern of RNA samples was similar among 3 duplications in UUO group and Sham group.

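The median of log10(FPKM + 1) over all transcripts was 0.158, 0.160 and 0.193 in Sham libraries 1, 2 and 3, and 0.202, 0.224 and 0.207 in UUO libraries 1, 2 and 3. The group means were 0.170 ± 0.0194 (SD, n = 3) in Sham and 0.211 ± 0.0114 (SD, n = 3) in UUO. The lowest UUO library lay above the highest Sham library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The upper quartile was 0.829 ± 0.0186 in Sham and 0.951 ± 0.00101 in UUO, and the lower quartile was 0 in each library. Over the transcripts above 0 in every library, the mean of the medians was 0.788 in Sham and 0.921 in UUO.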

**Supplementary Figure 2**. qRT-PCR showed the expression of indicated lncRNA in the NRK-52E cells transfected with corresponding siRNA.

**689064**

**
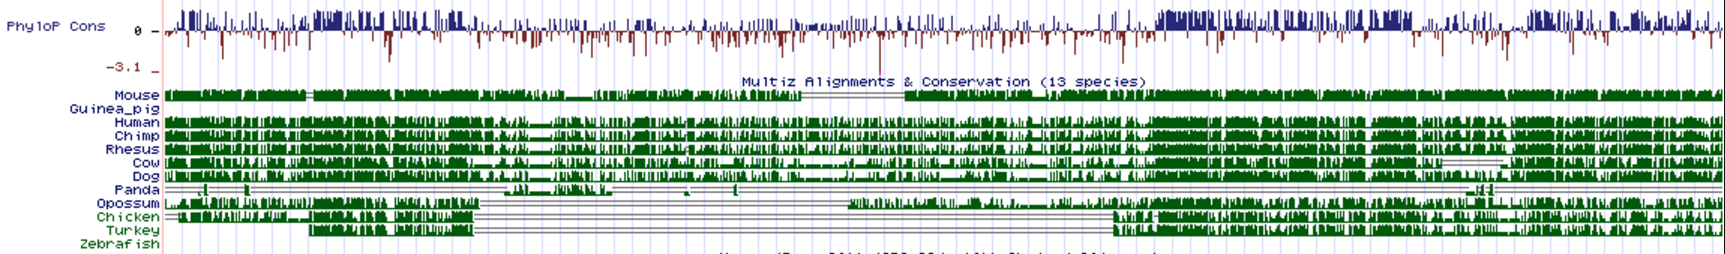
**

**NONRATT044682**

**
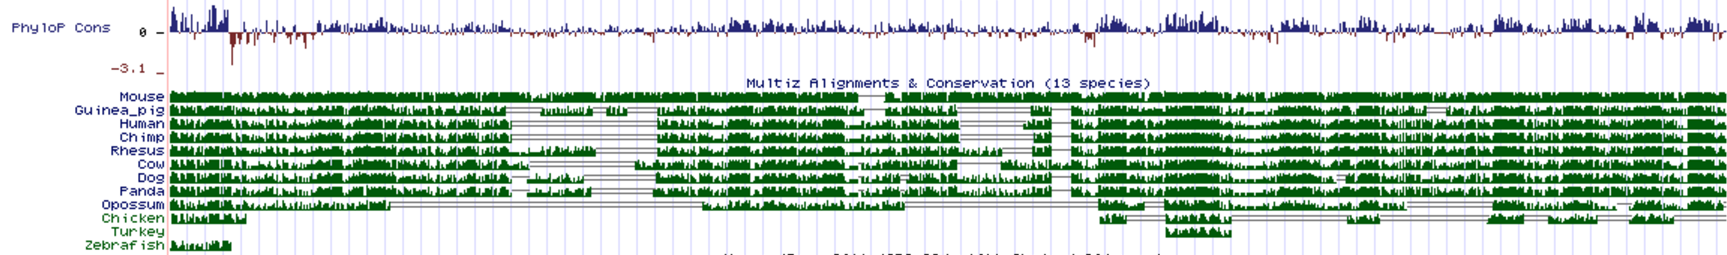
**

**TCONS_05858926**

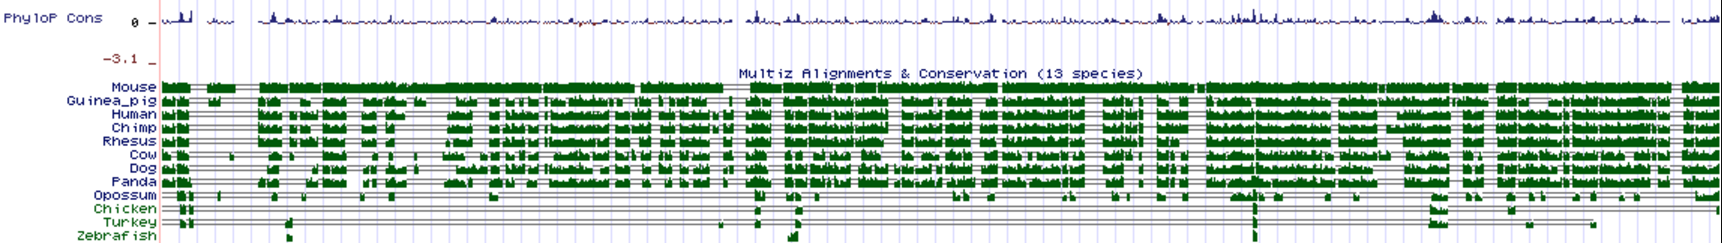

**Supplementary Figure 3.** Conservation analysis of lncRNAs in UCSC genome database.

How the deposited data were processed for this re-analysis (not part of the article)

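Renal RNA of 3 Sham and 3 UUO libraries was analysed, taken 2 weeks after surgery from rats of 8 weeks according to the paper. The sample labels call the Sham group wild type, and the tables and Supplementary Figure 1 call it NC. Urine libraries and qRT-PCR data were not used here. Motif searches, genomic neighbourhoods and loci were not analysed here, since the build of the rat genome is not named in the paper's text.

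The authors aligned clean paired-end reads with TopHat v2.0.9, assembled transcripts with Scripture and Cufflinks v2.1.1, and deposited FPKM for 41664 transcripts in each library, while the paper's text calls the values RPKM. The tool that gave these FPKM is not named in the paper's text. In each of the 3 deposited tables, the log2 fold change by the authors is the ratio of the FPKM of 1 UUO library to that of 1 Sham library, and is infinite where one of them is 0, except for 29, 20 and 9 transcripts in pairs 1, 2 and 3, which are given a log2 fold change of 0. Each table also holds a deposited p-value and q-value for that pair, from a test that the paper's text does not name. The q-values that were not close to 1 (43487 over the 3 tables) followed 1 joint order of the p-values, with 0 out of order, so the tables were treated as 1 set on the scale of the authors. Files of FPKM give no read counts, so the sampling error of a single value is unknown, and an FPKM of 0 was treated as a value listed at 0. The paper's Supplementary Table 2 gives between 88062954 and 111203110 clean reads per library.

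The 6 columns of FPKM were joined by transcript identifier. Transcripts with a mean FPKM of at least 0.1 over the 6 libraries were tested (34284). With 0.1 added to each FPKM, log2 values were fitted by limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on the mean), with the group as the only term. Counts are given at the thresholds of the paper, a log2 fold change beyond 1 and an unadjusted p under 0.05, and with a Benjamini-Hochberg adjusted p under 0.05 in its place. Means are given with SD over the 3 libraries of a group, and log2 fold changes with the SE of limma. Similarity of libraries, distributions and tables were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A transcript listed at 0 in all libraries of a group is given with its values and without a fold change.

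The transcripts named in the text are those that the paper names for the kidney, Vim, Anxa1 and Clu from its introduction, the 5 with the largest increase and the 5 with the largest decrease among those with an adjusted p under 0.05, a mean FPKM of at least 1 and the same direction in all 3 pairs of libraries of the same number, and up to 3 members of each gene list with the highest mean FPKM. Havcr1, Hbb-b1, LOC689064, Mmp13 and the mitochondrial genes were named after their values were seen. Acta2 was not analysed here.

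Gene lists were written from general knowledge, with 440 symbols in 24 lists, of which 8 symbols had no entry in the tables. The lists were the fibrosis genes of Figure 1C, the neighbouring genes named by the paper, the urinary protein markers it cites, ECM-receptor, complement and coagulation, cell adhesion, inflammatory response, tryptophan metabolism, fatty acid beta-oxidation, glycine, serine and threonine metabolism, markers of proximal tubule, thick ascending limb, distal convoluted tubule, collecting duct principal cells, intercalated cells, podocytes, endothelial cells, macrophages, T cells, B cells, myofibroblasts and red blood cells, and genes of tubular injury and proliferation. They were tested with camera of limma at a preset correlation of 0.01, against the tested transcripts with a gene symbol, and with fry and with camera at a correlation estimated for each list. Adjusted p of lists are Benjamini-Hochberg adjusted over the 24 lists.

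The alternatives were a pseudocount of 1, no filter, a mean FPKM of at least 1, each library centred on its median log2 value, upper quartile scaling, eBayes without a trend, the number of the library as a block, each library left out in turn, untransformed FPKM without moderation, a log2 cutoff of 2, other measures of similarity, and matching by gene symbol. These, the limma, camera and fry tests, the gene lists and the rule for named transcripts were fixed before the data were examined. Counting transcripts with names starting with Novel_ among the lncRNAs, the q-value of the authors, and paired tests on untransformed FPKM together with the p-value of the authors were added after seeing the data. A count was taken as changed when it differed by more than 1.5 times. After the results were seen, the model was refitted to all 10 splits of the 6 libraries into groups of 3. Tests of scaling as an explanation, a lower tubule RNA share, UUO replicate 1 and the numeric gene identifiers were also chosen then.

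The model was tested on simulated data of 34284 transcripts with 3 libraries per group, of which 200 with a mean FPKM of at least 1 were raised or lowered by a log2 fold change of 2. It called 124 of the 200 (62%) in the right direction and 6 unchanged transcripts. The median fitted log2 fold change of those raised was 1.99, and 5.26% of unchanged transcripts had an unadjusted p under 0.05. A list with a part of its members raised had a camera adjusted p of 1.42e-20, and an unchanged list 0.169. The noise of each transcript was drawn independently, so the simulated lists hold no correlation between genes. In the real lists the estimated correlation reached 0.911, for red blood cells. The simulation therefore does not test camera's p-values for correlated lists. It also changed far fewer transcripts than the 6497 called in the real data.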

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

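The tests of scaling and of a lower share of tubule RNA in this part were chosen only after the result was seen. The paper's text gives no result of these libraries for lists of markers of macrophages, myofibroblasts, tubular injury and proliferation, although its introduction cites urinary markers of tubular injury and interstitial fibrosis and names Vim, Anxa1 and Clu. The 4 lists were higher in UUO than in the Sham libraries. The median log2 fold change was 2.82 for macrophages (13 of 13 transcripts higher), 3.50 for myofibroblasts (10 of 10), 2.95 for tubular injury (10 of 10) and 1.54 for proliferation (7 of 7). The camera adjusted p at the preset correlation was 5.67e-05, 0.000237, 0.000237 and 0.00520. It was 0.188, 0.267, 0.188 and 0.281 with an estimated correlation, and 7.61e-05, 0.000543, 7.61e-05 and 0.000582 with fry. Over 13 settings, with other processing or with 1 library left out, the medians ranged from 2.44 to 2.89, 3.08 to 3.76, 2.54 to 3.19 and 1.13 to 1.71. The camera adjusted p at the preset correlation was then at most 0.000147, 0.000819, 0.000787 and 0.0101.

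The most abundant macrophage genes were C1qa, at an FPKM of 34.7 ± 7.49 (SD, n = 3) in Sham and 251 in UUO, C1qc (log2 fold change 2.82) and C1qb (3.12). Among myofibroblast genes, Dcn was at 100.0 ± 27.0 and 951 ± 314, and Tagln at 45.6 ± 10.7 and 606 ± 143. Among tubular injury genes, Krt8 and Cd24 rose by log2 fold changes of 1.90 and 1.63. Havcr1, chosen after its values were seen, rose from 1.02 ± 0.182 to 178 ± 51.2. Among proliferation genes, Cdk1 and Ccnb1 rose by 1.64 and 1.54, and Pcna by 0.52 (limma adjusted p = 0.00837). For Pcna it was 0.14 after centring (adjusted p = 0.540, the largest over its settings) and 0.11 with upper quartile scaling (0.514), and its adjusted p was 0.0590 without a trend of the variance on the mean.

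The Sham kidney also expresses many of these genes. Of the symbols found in the tables, 8 of 10 for macrophages, 10 of 10 for myofibroblasts, 10 of 10 for tubular injury and 7 of 7 for proliferation had a summed FPKM of at least 1 in Sham. Another list holds 6, 5, 2 and 0 of them. The study's Supplementary Tables 3 and 4, which were chosen on these libraries, hold 9, 7, 5 and 0.

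Scaling between libraries does not account for the whole pattern, since the lowest of the 4 medians was 1.16 after centring. A lower share of tubule RNA raises every other cell type alike, while the podocyte list had a median of -0.52 over 11 transcripts (camera adjusted p = 0.0133) and the endothelial list one of 0.80 over 9 (0.931), both below the 4 lists. The podocyte median was -0.04 without UUO replicate 1. Other lists outside the tubule were raised, with medians of 1.38 for T cells, 1.79 for B cells and 2.73 for red blood cells. The tubular injury list is not another cell type. These values argue against a lower tubule share raising all other cells alike. They do not exclude that it plays a part, since each cell type may also change by itself. The real split was 1 of the 10 splits of the 6 libraries with as many of the 24 lists called by fry (24, against 0 in the other splits, also at an unadjusted p under 0.05). By camera at the preset correlation it was also 1 of the 10 splits, with 18 lists against 9 to 17. With 10 splits the share cannot fall under 0.1, so the number of splits alone does not decide on chance. The other splits also mix Sham and UUO libraries in both groups, so their counts do not show what chance gives. The fry adjusted p of the 4 lists in the real split, at most 0.000582, argue against chance. More macrophages, myofibroblasts and injured or dividing cells in the obstructed kidney may account for the pattern, and so may higher expression in cells already present. Neither was tested, and the libraries hold no measure of cell numbers. The paper's histology was not used here. It scored mononuclear cell infiltration and interstitial fibrosis, and the paper reports extensive fibrosis in the UUO group.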

How the results depend on the processing

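The 4 alternatives named here as added were chosen only after the results were seen, and the others were not. The cause of a change was not tested except where a sentence names it.

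The median of each of the 24 lists had the same sign under every alternative tried for it and with each library left out. With a mean FPKM of at least 1, no transcript of the B cell list was left to test. All 6 transcripts of the fibrosis genes kept an adjusted p under 0.05 and the higher level in UUO throughout. With no filter on low values, without a trend of the variance, and with the number of the library as a block, each count of transcripts and lncRNAs stayed within 1.5 times its value.

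With a pseudocount of 1, 3083 transcripts were higher and 1632 lower at an unadjusted p under 0.05, and 2916 were higher at an adjusted p. Higher Ensembl transcripts numbered 2743. For lncRNAs the counts were 176 higher and 329 lower, and 133 and 274 at an adjusted p. With a mean FPKM of at least 1, fewer transcripts were tested, and 1712 transcripts were lower at an unadjusted p. For lncRNAs the counts were then 186 higher and 304 lower, and 150 and 253 at an adjusted p. Of the 19 lncRNAs of Figures 2C,E, 11 were tested and called. On untransformed FPKM without moderation, 341 lncRNAs were higher and 551 lower, and 144 and 276 at an adjusted p.

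After centring, 3454 transcripts were higher and 4009 lower at an unadjusted p, and 2724 were higher at an adjusted p. Ensembl transcripts numbered 2757 higher and 2140 lower, and 2328 and 1968 at an adjusted p. Higher lncRNAs numbered 397, and 218 at an adjusted p. With upper quartile scaling, 3548 transcripts were higher, and 2750 at an adjusted p. Ensembl transcripts numbered 2751 higher and 2186 lower, and 2323 and 2045 at an adjusted p. Both scalings remove the shift of the median of all transcripts, which moves the counts toward lower expression in UUO. Epcam reversed from 0.19 to -0.18 and -0.22.

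A log2 cutoff of 2 is stricter by construction and gave 2295 higher and 1438 lower transcripts, and 1902 and 1135 at an adjusted p. Ensembl transcripts numbered 1587 and 501, and 1468 and 479 at an adjusted p.

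The median of the complement and coagulation list, 1.39 with a camera adjusted p of 0.0778, had an adjusted p under 0.05 with a mean FPKM of at least 1 (1.84), after centring (1.01), with upper quartile scaling (0.99) and with fry (1.39). It ranged from 1.27 to 1.503 with 1 library left out, and its adjusted p was 0.0427 without UUO replicate 1 and 0.0366 without Sham replicate 2. With a pseudocount of 1 the median of this list was 0.707, the lowest over the settings (camera adjusted p = 0.0892). With a correlation estimated for each list, the medians do not change, and none of the lists of ECM-receptor (1.64), cell adhesion (2.13), inflammatory response (2.20), tryptophan metabolism (-1.60), fatty acid beta-oxidation (-1.17) and glycine, serine and threonine metabolism (-1.55) had an adjusted p under 0.05 (0.188 to 0.281).

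With 1 library left out, higher transcripts ranged from 4744 to 5366 and lower ones from 2304 to 2612, and from 3576 to 4395 and 1754 to 2091 at an adjusted p. For lncRNAs the adjusted counts ranged from 240 to 389 and from 393 to 471. Of the 19 lncRNAs of Figures 2C,E, 14 to 18 kept an adjusted p under 0.05. Ptpro, at -0.03 with all libraries, ranged from -0.15 to 0.088 and was above 0 without UUO replicate 1 (0.03), UUO replicate 2 (0.0025) and Sham replicate 1 (0.088).

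On log2(FPKM + 0.1) the mean squared correlation was 0.715 between groups, 0.812 in Sham and 0.783 in UUO. Over transcripts with a mean FPKM of at least 1 it was 0.685, 0.883 and 0.846, and the squared Spearman correlation was 0.614, 0.706 and 0.674. Under each measure both groups stayed above the value between groups. Over transcripts above 0 in every library, the mean of the medians of log10(FPKM + 1) was 0.788 in Sham and 0.921 in UUO, since transcripts at 0 are left out.

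In the deposited comparisons, the log2 ratio alone gave 11707, 13751 and 11449 higher and 6357, 6153 and 7327 lower transcripts in pairs 1, 2 and 3, and 5113 and 2126 in all 3. The deposited q-value under 0.05, an added alternative, gave 143, 226 and 236 higher and 51, 78 and 154 lower, and 81 and 26 in all 3. The one-sided paired test on untransformed FPKM with the deposited p-value under 0.05 in all pairs, an added alternative, gave 751 higher and 379 lower transcripts, 716 and 295 with Ensembl identifiers, and 13 and 38 lncRNAs. The two-sided one, also added, gave 683 and 360, 655 and 282, and 10 and 36. Counting transcripts with names starting with Novel_ among the lncRNAs, also added, gave 1141 higher and 1305 lower, and 670 and 846 at an adjusted p.

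The number of the library does not pair the rats. After removing the mean of each group, the correlation between the Sham and the UUO library of the same number was 0.0106, -0.000662 and -0.00773. With the number as a block, 5001 transcripts were higher and 2507 lower at an unadjusted p, and 5692 of the 6497 transcripts called at an adjusted p were called again among 5807. Of the tested transcripts that share a gene symbol with Supplementary Tables 3 and 4, 96.7% of 332 and 99.3% of 803 had the direction of the list, against 100% of the listed identifiers.

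Over single named transcripts and lists, 1404 results held, 86 lost and 19 gained an adjusted p under 0.05, and 5 reversed direction. Of the fits that left out 1 library, the one without UUO replicate 3 changed the most, 13 of 115. Camera with an estimated correlation changed 12 of the 17 lists counted here, and fry 5 of 17. Wnt5a passed 0.05 under 5 settings and the 2 lncRNAs TCONS_00998425 and TCONS_02375711 under most. Read counts are not in FPKM files, so models of counts with edgeR or DESeq2 were not run.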

Differences from the paper's values

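The paper's number of differentially expressed genes is 1232, while 7995 transcripts had a log2 fold change beyond 1 and an unadjusted p under 0.05 in limma. The paper's 750 up-regulated and 379 down-regulated mRNAs stand against 5342 and 2653 transcripts, counted over all identifiers because the paper's mRNA tables hold 1010 Ensembl transcripts, 51 with TCONS identifiers and 68 with names starting with Novel_. The paper's 24 up-regulated and 79 down-regulated lncRNAs stand against 654 and 869 transcripts with TCONS identifiers. None of the alternatives to this fit set before the data were examined closed these gaps. The authors' deposited comparisons, a separate count that was also set before the data were examined, came close to the paper's mRNA counts, with 789 higher and 384 lower transcripts at a p-value under 0.05 and a log2 fold change beyond 1 in all 3 pairs. Among the alternatives, the nearest for all transcripts was a log2 cutoff of 2, with 3733 transcripts, 2295 of them higher and 1438 lower. The nearest for lncRNAs were the pseudocount of 1, with 176 higher and 329 lower, and a mean FPKM of at least 1, with 186 higher and 304 lower.

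A one-sided paired test on untransformed FPKM, together with the deposited p-value under 0.05 in all 3 pairs, gave 1130 transcripts, 751 of them higher and 379 lower, within 1.5 times the paper's values, and was chosen after seeing the values. The two-sided test, also chosen after seeing the values, gave 1043 transcripts, 683 higher and 360 lower, which also falls within 1.5 times the paper's values. For lncRNAs these settings gave 13 higher and 38 lower, and 10 higher and 36 lower, and still differed from the paper's values.

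The paper's Supplementary Table 6 gives a log2 ratio of 5.19 for TCONS_02691267, while the ratio of the mean FPKM in the deposited tables is 5.69. The paper's mean FPKM in UUO is 0.829 for this lncRNA, and the mean of the 3 deposited values is 1.18. With each library left out in turn, the log2 ratio ranged from 5.42 to 5.92, so none of these alternatives, set before the data were examined, gave the paper's value.

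The paper shows complement and coagulation among its up-regulated pathways (Figure 3B), from a DAVID test of enrichment among differentially expressed genes. Camera asks whether a list as a whole ranks above other transcripts, so its p is not a like measure. In the list used here, 36 of 69 transcripts were higher and 9 lower with a limma adjusted p under 0.05 and a change beyond 1. Of all 19195 tested Ensembl transcripts, 3728 were higher by the same rule. The list for this pathway had a median log2 fold change of 1.39 with a camera adjusted p of 0.0778. It was called under 6 settings, with a mean FPKM of at least 1, centring, upper quartile scaling, fry, without UUO replicate 1 and without Sham replicate 2 (adjusted p = 0.0168, 0.00123, 0.000970, 0.000453, 0.0427 and 0.0366), and was at most 0.465 over its alternatives. The paper's discussion cites higher Wnt expression after chronic renal injury from earlier work. Wnt5a was lower in UUO here, with a log2 fold change of -0.50 that ranged from -0.91 to -0.43 over the settings.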

Other observations

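The tests of scaling, of UUO replicate 1, of the numeric gene identifiers and of the splits of the libraries in this part were chosen only after the results were seen. In the 10 splits of the 6 libraries into groups of 3, the real split gave 6497 transcripts with an adjusted p under 0.05 and a log2 fold change beyond 1, against 0 to 3 in the others, and it was 1 of the 10 splits with as many. At an unadjusted p it gave 7995 against 325 to 484, and was 1 of the 10 splits with as many. For lncRNAs the real split gave 875 against 0 to 2 at an adjusted p and 1523 against 183 to 243 at an unadjusted p, each again 1 of the 10 splits. A share under 0.1 cannot be reached with 3 libraries against 3. The other splits each hold Sham and UUO libraries in both groups. The difference between the conditions then widens the spread within the groups and lowers the number of calls. Their counts therefore do not show what chance gives.

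Of the lncRNAs with an adjusted p under 0.05 and a change beyond 1, 39.9% were higher in UUO. Among the Ensembl transcripts the share was 74.8%, a gap of 35.0 points. These shares count transcripts, so a gene with several called transcripts enters more than once. Genes with 2 or more listed transcripts held 557 of the 875 called lncRNAs. They held 815 of the called Ensembl transcripts (3728 higher and 1253 lower). Shares by gene were not computed, so repeated counting may affect the gap. After centring the gap was 29.6 points, so scaling does not account for it. Called Ensembl transcripts weighted to the mean FPKM of the called lncRNAs were higher in 86.2% (median of the mean FPKM 0.863 for lncRNAs and 7.37 for Ensembl transcripts). Weighted to their length, they were higher in 74.4% (median length 850 and 1830). Neither low expression nor length therefore accounts for the gap. A lower output of lncRNA genes in the obstructed kidney may account for it, and so may a lower share of the tubule cells that express them. Neither was tested.

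The median log2 fold change of all tested transcripts was 0.37. The 100 transcripts with the largest FPKM times length held 23.7% of the sum of FPKM times length in Sham and 18.1% in UUO. Without them and with the rest rescaled, the median was 0.28, so a few abundant transcripts explain a part of the shift at most. The share of mitochondrial transcripts in the FPKM was 11.8%, 13.9% and 20.4% in Sham libraries 1, 2 and 3, and 5.24%, 4.31% and 4.74% in UUO. Mt-co1, Mt-co2, Mt-co3, ND3 and Mt-atp8 changed by log2 fold changes of -1.71, -1.47, -1.67, -1.58 and -1.80. Whether the total RNA per cell differed between the groups was not tested.

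UUO replicate 1 was nearer to Sham than the other UUO libraries. On a scale from 0 at the other UUO libraries to 1 at Sham, its median position was 0.294 over 6632 transcripts higher in the other UUO libraries and 0.101 over 3053 lower ones. Choosing transcripts on the other 2 libraries can by itself draw the left-out one toward Sham. The same positions were 0.00642 and 0 for UUO replicate 2 and 0.000890 and -0.0597 for UUO replicate 3, each left out in turn. UUO replicate 1 lay toward Sham in 14 of 16 lists, against 2 of 16 for UUO replicate 2 and 1 of 16 for UUO replicate 3. It lay at 0.608 for T cells and 0.463 for myofibroblasts, and beyond the other UUO libraries for tubular injury (-0.0862, with 4 of 10 transcripts toward Sham) and proliferation (-0.017). An admixture of Sham-like RNA moves every list alike, and these positions differ. A single library excludes neither this nor a response of this kidney that was milder in some genes, and they cannot be told apart here.

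Of the 6497 called transcripts, 1837 belong to genes with 2 or more listed transcripts. For 265 of them (14.4%), the summed FPKM of the gene did not change beyond a log2 fold change of 1 in the same direction, and for 41 it changed in the opposite direction. Reads assigned to another transcript of the same gene may therefore account for changes such as that of TCONS_00055787 (gene sum 0.16), but not for most of the called transcripts of such genes.

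Markers of tubule segments were lower in UUO. The median log2 fold change was -2.76 for proximal tubule, -2.31 for thick ascending limb, -1.61 for distal convoluted tubule, -1.49 for collecting duct principal cells and -0.58 for intercalated cells (camera adjusted p = 5.09e-12, 5.68e-08, 0.00592, 1.10e-05 and 0.0133 at the preset correlation). Distal convoluted tubule had an adjusted p of 0.0611 with no filter on low values. The medians of T cells, B cells and red blood cells were 1.38, 1.79 and 2.73 (0.0509, 0.345 and 0.180). T cells had a camera adjusted p of 0.0125 without UUO replicate 1, and over their settings it lay between 0.00971 and 0.0788 at the preset correlation. Red blood cells had one of 0.0396 after centring, the smallest over their settings at the preset correlation, where it was at most 0.275. Hba1, Hbb and Hba2 rose by 2.66, 2.85 and 2.81 (limma adjusted p = 0.0129, 0.0112 and 0.00884). With no filter on low values their adjusted p was 0.236, 0.109 and 0.0728, the largest over the settings for each, and that of Hba1 was 0.0565 without Sham replicate 1 and 0.0564 without Sham replicate 2. Hbb-b1 and LOC689064, chosen after their values were seen, rose by 1.95 and 1.92 (limma adjusted p = 0.0703 and 0.116). No biological explanation was tested for these values.

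Of the gene identifiers of the study's urine tables (Supplementary Tables 7–10), 195 are plain numbers. All 195 are NCBI Gene IDs of protein-coding genes, and 189 (96.9%) lie on the chromosome that the study's table gives. In this reading, 361619 is Hbb-b1 and 689064 is Hbb-bs, both beta globins, which the paper names among urinary lncRNAs. The paper's Supplementary Table 8, which lists mRNAs, holds both, with the paper's FPKM of 64.0 and 28.3 in Sham and 1150 and 775 in UUO. Both identifiers may therefore stand for globin mRNA, for which blood in the urine is a candidate source that was not tested.

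For 1231 of the 1232 entries of the study's Supplementary Tables 3–6, the listed p is that of a one-sided paired test on untransformed FPKM, while the paper's methods state two-tailed tests. The two-sided p is under 0.05 for 1124 entries and 0.05 or more for 108. The one-sided test with the deposited p-value under 0.05 in all 3 pairs gave 1130 transcripts, which are the 1129 of the mRNA tables and Mmp13, listed at 0 in Sham and at 5.68, 7.25 and 8.63 in UUO. Without the deposited p-value it gave 7324 transcripts, 5132 higher and 2192 lower. Of the 103 entries of the lncRNA tables, 52 have a deposited p-value under 0.05 in all 3 pairs and 51 do not. The same 2 tables share 39 lower and 13 higher transcripts with the mRNA tables. The largest deposited q-value over the 3 pairs had a median of 0.482 over the mRNA tables, and was under 0.05 for 103 of their 1129 transcripts. In Supplementary Table 1, TCONS_00037341 and TCONS_00253202, which have the same gene ID, are given the same primer pair.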
